A study of Mus musculus with 67 samples. Its data were reported in "Btla signaling in conventional and regulatory lymphocytes coordinately tempers humoral immunity in the intestinal mucosa" (2022).

How the data were processed

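RNA was prepared with a column kit from purified mouse B cells and CD4+ T cells and sequenced on an Illumina HiSeq instrument. The labels place 60 libraries in 20 groups of 3, made of 2 cell types, 2 immunization states and 5 arms, and number the libraries of each group 1 to 3. Stimulation lasted 18 h. The authors deposited the output of Salmon, a program that assigns reads to transcripts without a full alignment, as 67 tables of estimated counts per transcript. Per the labels the build was GRCm38, and the submitters' processing notes name Salmon and DESeq2 with no version. The deposited tables also give TPM, a value scaled within each library to a fixed total, which entered no test. The library kit and the strand setting of the counting are not given in the sources used here. There are 116546 transcripts in the B cell tables and 116945 transcripts in the T cell tables, so the cell types were counted against slightly different transcript sets.

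Estimated counts were summed to genes with the GENCODE M21 annotation of GRCm38, which supplied symbols and positions, and rounded to whole numbers. The tables gave 35539 genes, of which 35337 were in the tables of both cell types. A further 648 transcripts in B cell and 1000 in T cell tables had no gene in that annotation. They held 0.186 to 0.243% of the counts of a B cell library and 0.442 to 0.708% of those of a T cell library and were left out. For 7 libraries sequenced in 2 runs the runs were summed, since they differed far less (chi-square per degree of freedom 1.53 to 1.651) than replicates did (3.755 to 15.42). The 60 pairs of replicates within groups had values of 4.392 to 55.24, so none was alike enough to be a single library deposited again. Depth was 6.7 to 62.1 M counts for B cells and 7.3 to 34.2 M for T cells. Reads are not independent molecules, so counting error alone understates the error of a gene, and the tests use the spread between libraries. The p-values measure the spread between these samples.

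Each comparison was tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter at a minimum count of 10 and the replicate number as a block. A set of 15 libraries shared one estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. EAE was compared with naive within unstimulated cells from 6 libraries without a block, since the animals differ. Differences between anti-Btla effects were tested in fits of 30 libraries with the number as a block within each set. Standard errors were taken from the log2 change and the F statistic. There were 26 comparisons of groups in all. Their tests, the covariates, the gene lists and the rule for named genes were written down before the data were examined.

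The block follows the study's general statistical methods, which put the replicate in linear models but give no formula for the RNA-seq, and its heatmap, which numbers mice 1 to 3 in both arms. It was checked on deviations from group means. Same-numbered libraries had a median correlation of 0.117 in naive B, 0.23 in EAE B, 0.1215 in naive T and 0.183 in EAE T cells, against -0.058, -0.154, -0.054 and -0.099 for other pairs. Of 30 same-numbered pairs per set, 19, 27, 20 and 27 lay above 0.1, and 15 of 15 libraries of each set were closer on average to those of their own number. Deviations from a group mean cancel within the group. The values for other pairs thus follow largely from the same-numbered ones and are no independent baseline, and the count of 15 shares this limit.

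Genes were named by rule. For anti-Btla, activation, IFNb and EAE against naive, these were the 8 largest increases and 8 largest decreases among called genes with a mean of at least 10 CPM that moved the same way in 3 of 3 same-numbered pairs, or had no overlap between EAE and naive. Up to 4 members with the smallest p of each list described, Btla, Tnfrsf14, Hif1a and the genes of the study's lists were added. For anti-Btla with IFNb and for differences between effects, the 5 genes with the smallest p in each direction at 10 CPM or more were taken with the same study genes. Of 699 genes so named, 71 share exon sequence with another gene on the same strand and 175 with a gene on the opposite strand, where reads cannot be told apart with certainty, and 19 are not protein-coding.

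The 35 gene lists comprised 23 for pathways and functions, 9 for markers of cell types and 3 named by the study. Each was tested with camera of limma 3.58.1 on log2 CPM (prior count 2) at the preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Of 630 list tests 228 passed, and 25 with an estimated correlation. Members were counted over all genes tested and adjusted over the list alone.

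The steps were tested on simulated data, drawn from the means and depths of the real libraries with 200 changed genes. At a 1.5-fold and a 2-fold change, the test recovered 53% and 65% of changed genes in naive B, 51% and 73% in EAE B, 56% and 71% in naive T and 44% and 68% in EAE T cells, with 9, 5, 3 and 6 false calls. For EAE against naive it recovered 40% and 63% in B cells with 22 false calls, above the nominal rate, and 32% and 65% in T cells with 6. For the interaction in naive B cells it recovered 30% and 56% with 6 false calls. In the same data a changed list passed by camera, and 1.5% of 200 unchanged lists had an unadjusted p under 0.05. Data drawn from means and depths carry no correlation between genes. This rate therefore cannot judge the preset correlation or the list calls that rest on it.

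The alternatives were DESeq2 1.42.0, its results and those of edgeR at the study's threshold of 0.1, a fit without the replicate block, RLE factors, no filter on low counts, offsets for transcript length, a fit of the compared groups alone, and leaving out each library in turn. After the data were examined 3 were added, namely protein-coding genes alone, mitochondrial genes left out and the EAE B cell libraries numbered 1 left out. Result tables and plots were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.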

Results

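RNA was sequenced from B cells and CD4+ T cells that had been purified by negative selection from the spleen and lymph nodes of C57BL/6 mice. The mice were naive or had been immunized with a myelin peptide to induce experimental autoimmune encephalomyelitis (EAE), an autoimmune disease of the central nervous system. Each of the 4 sets (naive B, EAE B, naive T and EAE T cells) held 5 arms of 3 libraries, or 60 libraries in all. Cells were left unstimulated or were stimulated for 18 h with latex beads that carried an antibody to the antigen receptor (anti-IgM/IgG for B cells, anti-CD3 for T cells) together with control Ig or anti-Btla, with or without soluble interferon beta (IFNb). Btla is an inhibitory receptor of lymphocytes that binds Hvem, the product of Tnfrsf14, and the anti-Btla antibody both blocks that binding and triggers inhibitory signaling. Libraries held 6.7 to 62.1 M counts for B cells (median 33.0 M) and 7.3 to 34.2 M for T cells (median 13.2 M). In EAE B cells the anti-Btla libraries were shallower (6.7 to 29.5 M, median 13.8 M) than the control Ig libraries (36.3 to 62.1 M, median 38.5 M). Gene levels are mean CPM (counts scaled to library size) ± SD over 3 libraries, changes are log2 ± SE, and positions are on GRCm38. A gene was called changed at an edgeR adjusted p below 0.05, and each gene given as among the largest changes moved the same way in 3 of 3 same-numbered pairs of libraries, or had no overlap between the groups where EAE and naive cells were compared. Counts are less certain for genes that share exon sequence with a gene on the same strand (Foxp3, Gm49450, Hif1a, Hivep3, Lck, Pa2g4 and Pde2a) or on the opposite strand (among them Rapgef4, Asph, Atf5, Ccnd2, Ezh2, Il21, Myb, Plcb1 and Xcl1).

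The first question was how anti-Btla alters transcription in B cells stimulated through the antigen receptor. Anti-Btla changed 5453 of 16618 genes tested in naive B cells, 2172 higher and 3281 lower than with control Ig. In EAE B cells it changed 5122 of 16989 genes, 2315 higher and 2807 lower. The genes lowered most in both states included Il6 and Egr2, and those raised most included Rapgef4, Apoe and S1pr1. Btla itself (16:45224315-45257670) was higher with anti-Btla, at 577 ± 14.6 against 383 ± 18.4 CPM in naive cells (1.49-fold, adjusted p = 3.69e-07) and 497 ± 58.1 against 334 ± 11.5 CPM in EAE cells (log2 change 0.58 ± 0.10, adjusted p = 0.000518). Tnfrsf14 did not pass in either state, with log2 changes of 0.17 ± 0.15 (adjusted p = 0.416) and 0.18 ± 0.13 (adjusted p = 0.31).

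Il6 (5:30013114-30019981) fell 3.43-fold in naive B cells, from 41.6 ± 4.03 to 12.4 ± 2.99 CPM (adjusted p = 5.61e-08), and 3.19-fold in EAE B cells, from 42.5 ± 5.97 to 13.2 ± 2.07 CPM (adjusted p = 6.61e-07). Egr2 (10:67535475-67542188), a zinc finger factor induced by antigen receptors, fell from 51.0 ± 3.30 to 19.9 ± 2.54 CPM in naive cells and from 62.8 ± 8.68 to 21.2 ± 3.03 CPM in EAE cells (log2 changes -1.38 ± 0.08 and -1.56 ± 0.13). The largest decreases in naive cells also included Lrrc32, which tethers latent TGF-beta at the cell surface (-1.68 ± 0.14), the cationic amino acid transporter Slc7a3 (-1.39 ± 0.12), the stress-induced factor Atf5 (-1.38 ± 0.13), the carbonic anhydrase Car2 (-1.34 ± 0.10) and the magnesium transporter Magt1 (-1.40 ± 0.37). In EAE cells they included Nr4a3, an orphan nuclear receptor induced by antigen receptors, which fell 3.31-fold from 51.4 ± 10.3 to 15.2 ± 1.57 CPM, the leucine zipper factor Nfil3 (-1.73 ± 0.11), the scramblase Plscr1 (-1.51 ± 0.15), Car2 (-1.69 ± 0.15) and the asparagine synthetase Asns (-1.46 ± 0.12). Rapgef4 (2:71981240-72257474), a cyclic AMP-gated activator of Rap GTPases, rose 3.27-fold in naive B cells, from 15.8 ± 2.98 to 52.1 ± 5.16 CPM (adjusted p = 8.34e-09), and by a log2 of 1.67 ± 0.08 in EAE B cells. The lipid carrier Apoe (7:19696109-19699188) rose 3.16-fold in naive cells, from 24.6 ± 4.94 to 77.3 ± 3.22 CPM, and 3.63-fold in EAE cells. S1pr1, the receptor that guides lymphocytes out of lymphoid tissue, rose from 97.1 ± 7.33 to 247 ± 3.63 CPM in naive and from 74.4 ± 14.2 to 209 ± 9.40 CPM in EAE cells. The actin regulator Rflnb (1.47 ± 0.10), the kinase Map3k19 (1.46 ± 0.11), the calcium channel subunit Cacna1i (1.32 ± 0.10), the cholesterol exporter Abca1 (1.31 ± 0.07) and the GTPase Diras2 (1.30 ± 0.15) were the other large increases in naive cells. In EAE cells Pde2a, a phosphodiesterase of cyclic nucleotides, rose from 17 ± 13.9 to 61.5 ± 12.2 CPM (1.96 ± 0.39, adjusted p = 0.00178), and the lymphotoxin gene Ltb rose by 1.55 ± 0.19.

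**Figure D1:**
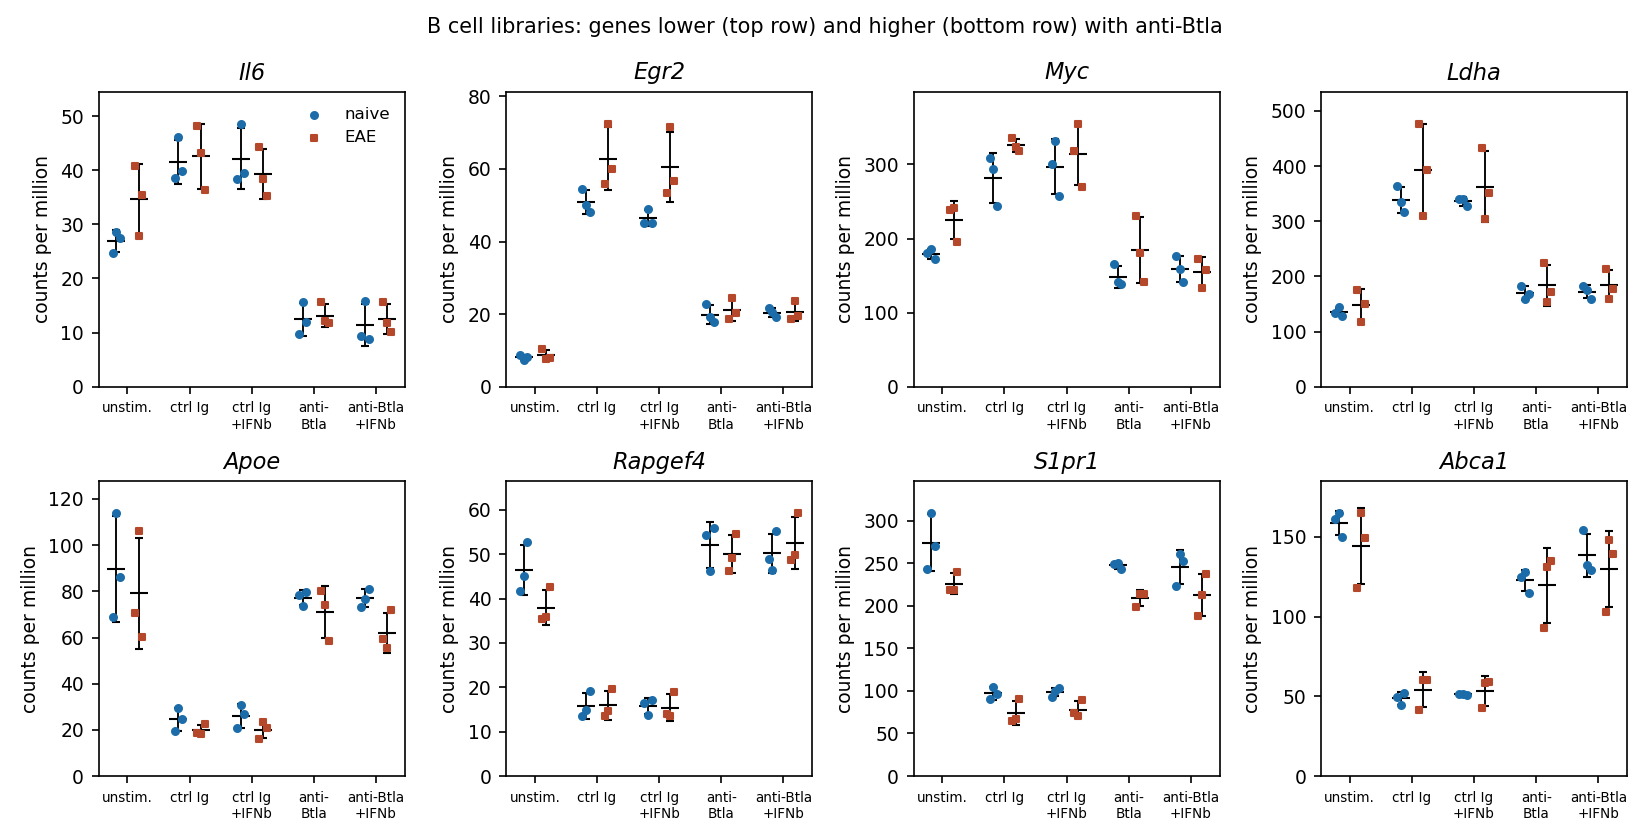
CPM of 8 genes in the B cell libraries, 1 panel per gene, by stimulation arm (circles, naive; squares, EAE; bars, mean ± SD of 3 libraries). Il6, Egr2, Myc and Ldha lie lower and Apoe, Rapgef4, S1pr1 and Abca1 higher in both anti-Btla arms than in both control Ig arms, with Il6 in naive cells at 12.4 against 41.6 CPM.

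Among the lists of genes fixed beforehand for pathways and functions, that of ribosome biogenesis and Myc targets fell nearly as a whole. Of its 41 measured members, 41 fell in naive B cells (41 adjusted over the list alone, median log2 change -0.72, camera adjusted p = 3.46e-25) and 40 fell in EAE B cells (40 adjusted over the list alone, median -0.72, adjusted p = 8.92e-24). With an estimated correlation between genes the adjusted p was 0.0536 in naive and 0.0492 in EAE cells. The mitochondrial chaperone Hspd1 fell from 901 ± 24.2 to 438 ± 23.3 CPM in naive cells, and the growth regulator Pa2g4, the nuclear transport GTPase Ran and the spermidine synthase Srm were other members that fell. Oxidative phosphorylation genes fell in 38 of 39 cases in naive cells (38 adjusted over the list alone, median -0.53, adjusted p = 3.94e-16, and adjusted p = 0.0996 with an estimated correlation) and in 36 of 39 in EAE cells (37 adjusted over the list alone, median -0.43, adjusted p = 5.04e-15, and adjusted p = 0.0492 with an estimated correlation). The cytochrome oxidase subunit Cox5a fell by 0.77 ± 0.07 and 0.87 ± 0.07 on the log2 scale in these states. Amino acid and one-carbon metabolism had 30 of 35 genes lower in naive cells (31 adjusted over the list alone, median -0.65, adjusted p = 2.12e-18) and 30 lower and 1 higher in EAE cells (30 and 1 adjusted over the list alone, median -0.68, adjusted p = 1.08e-16). These calls were lost with an estimated correlation (adjusted p = 0.0536 and adjusted p = 0.0713). The serine synthesis enzyme Psat1 went from 265 ± 23.9 to 130 ± 2.76 CPM in naive cells, and the aminoacyl-tRNA synthetases Gars, Eprs and Nars fell by 0.72 or more on the log2 scale.

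G1/S and DNA replication genes fell in 22 of 33 cases and rose in 1 in naive cells (22 and 1 adjusted over the list alone, median -0.42, adjusted p = 1.88e-07) and in 23 with 1 higher in EAE cells (23 and 1 adjusted over the list alone, median -0.61, adjusted p = 3.40e-09), which gave adjusted p = 0.0724 and adjusted p = 0.0808 with an estimated correlation. Ccnd2, the cyclin that starts the B cell cycle, fell by a log2 of -1.21 ± 0.06 in naive cells and -1.14 ± 0.08 in EAE cells. Unfolded protein response genes fell in 17 of 20 cases in both states (17 in both adjusted over the list alone, adjusted p = 1.66e-08 and 6.36e-08), with adjusted p = 0.0917 and adjusted p = 0.0562 with an estimated correlation. The chaperone Hspa5 went from 431 ± 31.8 to 270 ± 20.2 CPM in naive cells. Antigen receptor early response genes fell in 15 and rose in 2 of 23 cases in naive cells (15 and 2 adjusted over the list alone, median -0.53, adjusted p = 3.90e-06), and fell in 13 and rose in 2 in EAE cells (16 and 2 adjusted over the list alone, median -0.82, adjusted p = 7.13e-07). These calls did not hold with an estimated correlation (adjusted p = 0.119 and adjusted p = 0.0903). Egr3, Nr4a3 and, in EAE cells, Egr1 and Nr4a2 were among the members that fell. Glycolysis genes fell in 12 and rose in 3 of 21 cases in naive cells (the same counts adjusted over the list alone, median -0.53, adjusted p = 0.000262, and adjusted p = 0.185 with an estimated correlation).

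Resting lymphocyte genes and FOXO targets moved the other way. In naive B cells 20 of 28 rose and 1 fell (21 and 1 adjusted over the list alone, median 0.45, adjusted p = 1.74e-11), and in EAE B cells 23 rose and 0 fell (24 and 0 adjusted over the list alone, median 0.55, adjusted p = 1.87e-11). The values were adjusted p = 0.0917 and adjusted p = 0.0701 with an estimated correlation. The chemokine receptor Cxcr4 rose from 92.9 to 179 CPM in naive cells. B cell marker genes rose in 8 of 15 cases in naive cells (8 adjusted over the list alone, median 0.19, adjusted p = 0.000166) and in 12 in EAE cells (14 adjusted over the list alone, median 0.45, adjusted p = 5.23e-07), with adjusted p = 0.209 and adjusted p = 0.0817 with an estimated correlation. Fcer2a, the low-affinity IgE receptor CD23, went from 127 ± 10.2 to 233 ± 21.3 CPM in naive cells. Cholesterol efflux and LXR target genes rose in 6 and fell in 1 of 14 cases in naive cells (6 and 1 adjusted over the list alone, adjusted p = 0.0158, and adjusted p = 0.13 with an estimated correlation), led by Abca1, Mylip, Abcg1 and Apoe. The 4 genes the study named as lowered in B cells all fell in both states (4 and 4 adjusted over the list alone, adjusted p = 2.13e-05 and 2.43e-05, and adjusted p = 0.0536 and 0.0492 with an estimated correlation), but the study chose them on these samples, so the count is not independent evidence. Beside Il6, they are Myc (282 ± 33.6 to 148 ± 14.5 CPM in naive cells), the histone methyltransferase Ezh2 (214 ± 7.92 to 114 ± 2.02 CPM) and the lactate dehydrogenase Ldha (338 ± 23.5 to 170 ± 12.1 CPM). Hif1a, the hypoxia-inducible factor, was at 208 ± 11 against 206 ± 22.4 CPM in naive cells (adjusted p = 0.95) and did not pass in EAE cells either (-0.11 ± 0.09, adjusted p = 0.40).

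Of the 16434 genes tested in both states, 1518 rose in both (303.1 expected of independent lists), 2433 fell in both (558.9 expected) and 1 went opposite ways, and Spearman's rho between the fold changes was 0.73 across genes, which are not independent replicates. The test of the difference between the states called 0 genes by edgeR, with 518 genes at an unadjusted p under 0.05 and 7 genes by DESeq2. Without the replicate block 2775 genes were called in EAE B cells in place of 5122. Type I interferon-stimulated genes rose in 11 and fell in 1 of 38 cases in EAE B cells (the same adjusted over the list alone, median 0.24, adjusted p = 0.0466), a call lost with an estimated correlation (adjusted p = 0.56) and without the block (adjusted p = 0.42). In every arm the EAE B cell library numbered 1 held more of these transcripts, with a mean of 4.43 to 5.03 log2 CPM against 3.00 to 3.68 in the libraries numbered 2 and 3.

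In naive CD4+ T cells anti-Btla left every single gene short of the threshold. edgeR called 0 of 15137 genes, with 1249 at an unadjusted p under 0.05, and DESeq2 called 36. The smallest adjusted p was that of Cd40lg (X:57212143-57224042), the ligand through which T cells help B cells, at 21.9 ± 3.56 CPM with anti-Btla against 30.3 ± 3.14 CPM with control Ig (log2 change -0.48 ± 0.09, adjusted p = 0.17, lower in 3 of 3 pairs). The inhibitory ligand gene Cd274 (-0.24 ± 0.05), the cytokine signaling inhibitor Cish (-0.34 ± 0.07), the IL-7 receptor gene Il7r (-0.33 ± 0.07) and Il2 (-0.72 ± 0.16) had adjusted p = 0.171, each lower in 3 of 3 pairs. Of the 9 genes the study named as lowered in T cells, 0 passed over all genes tested and 8 were lower adjusted over the list alone (median -0.33, camera adjusted p = 9.24e-08, and 0.0105 with an estimated correlation), but the study chose them on these samples, so this is not independent evidence. The same holds for the 2 genes named as raised, the inhibitory receptor Lag3 (34.9 ± 5.03 against 23.5 ± 2.26 CPM, adjusted p = 0.215) and the transcription factor Myb (406 ± 18.9 against 340 ± 36.1 CPM, adjusted p = 0.245), of which 0 passed over all genes and 2 adjusted over the list alone (adjusted p = 0.0306, and adjusted p = 0.24 with an estimated correlation, and 0.0645 without the block).

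Interferon-linked lists were shifted lower in the naive T cells. Of 37 type I interferon-stimulated genes 0 passed over all genes, while 20 were lower and 1 higher adjusted over the list alone (median -0.31, adjusted p = 1.71e-10), and of 30 interferon-gamma response genes 0 passed and 3 were lower adjusted over the list alone (median -0.15, adjusted p = 2.19e-06). Both calls were lost with an estimated correlation (adjusted p = 0.452 and adjusted p = 0.464). The antiviral sensors' effector genes Oasl2 (-0.85 ± 0.19, adjusted p = 0.176) and Oas2 (-0.76 ± 0.17, adjusted p = 0.196) had the smallest p-values of the first list. T cell activation markers had 0 of 19 past over all genes and 5 lower adjusted over the list alone (median -0.07, adjusted p = 0.00146, and adjusted p = 0.172 with an estimated correlation). Btla (0.07 ± 0.06, adjusted p = 0.825), Tnfrsf14 (-0.14, adjusted p = 0.786) and Hif1a (0.03, adjusted p = 0.929) did not pass. The naive T cell libraries also held CD8 transcripts, with Cd8a at 210 to 335 CPM and Cd8b1 at 284 to 732 CPM against 0.8 to 5.53 and 10.8 to 21.2 CPM in the EAE T cell libraries.

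In EAE T cells anti-Btla changed 10 of 14561 genes. Egr2 fell 1.79-fold, from 68.4 ± 10.1 to 39.2 ± 9.28 CPM (adjusted p = 0.0115), and Nr4a3 fell from 99.7 ± 9.28 to 60.8 ± 8.13 CPM (adjusted p = 0.00375). Tsc22d3, a FOXO target also induced by glucocorticoids, rose from 26.1 ± 6.98 to 43.9 ± 0.922 CPM (adjusted p = 0.0498). The nucleotide hydrolase Samhd1 (0.49 ± 0.08), the carboxypeptidase Cpm (0.49 ± 0.08), Phf11b (0.92 ± 0.15) and the pseudogenes Gm1966 (0.51 ± 0.07) and Gm13340 (1.41 ± 0.24) also rose. The last is below the level set for named genes and was added after its value was seen. Gm13340 also rose with IFNb in EAE T cells (2.33 ± 0.23), beside genes of the mitochondrial genome. Whether its counts follow the mitochondrial share was not tested. DESeq2 called 107 genes and edgeR without the replicate block 0, and leaving out the anti-Btla library numbered 1 or 2 left 2 calls, the control Ig library numbered 1 left 4 and that numbered 3 left 0. The share of counts from the mitochondrial genome was 1.27 to 2.81% in the control Ig libraries and 2.96 to 3.89% in the anti-Btla libraries.

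Ribosome biogenesis and Myc targets were shifted lower in the EAE T cells, with 0 of 41 past over all genes and 9 lower adjusted over the list alone (median -0.24, adjusted p = 5.33e-15, and adjusted p = 0.409 with an estimated correlation). Resting lymphocyte genes were shifted higher, with 2 of 28 past and 10 higher adjusted over the list alone (median 0.25, adjusted p = 4.88e-10, and adjusted p = 0.334 with an estimated correlation). Type I interferon-stimulated genes had 0 of 38 past and 9 higher adjusted over the list alone (median 0.35, adjusted p = 1.12e-09, and adjusted p = 0.418 with an estimated correlation), and interferon-gamma response genes 0 of 30 and 8 (median 0.22, adjusted p = 2.99e-09, and adjusted p = 0.337 with an estimated correlation). Slfn5 (0.69 ± 0.15, adjusted p = 0.126) and Trim30a (0.44 ± 0.10, adjusted p = 0.118) had the smallest p-values of the type I list. The mean of that list did not rise in every same-numbered pair. With anti-Btla against control Ig it was 4.99 against 4.39 log2 CPM in the libraries numbered 1 and 5.61 against 5.01 in those numbered 2. In those numbered 3 it was lower, at 4.73 against 4.94. Of the 9 genes the study named as lowered, 0 passed and 1 was lower adjusted over the list alone (median -0.05, adjusted p = 0.523).

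The anti-Btla effect differed between EAE and naive T cells at 40 genes of 15966, 36 with a higher and 4 with a lower effect in EAE. The naive libraries held Cd8a at 210 to 335 CPM and the EAE libraries at 0.8 to 5.53 CPM. The test therefore does not part immunization from this difference between the preparations. Egr2 (-0.81 ± 0.12), Nr4a3 (-0.68 ± 0.10) and Gm1966 (0.61 ± 0.08) had an adjusted p of 0.0015. Mov10, an antiviral RNA helicase (0.78 ± 0.12, adjusted p = 0.00627), Cpm (0.66 ± 0.12), Gramd3 (0.56 ± 0.10), the adenosine kinase Adk (-0.65 ± 0.13) and Tmtc4 (-0.83 ± 0.16) followed. The interferon-stimulated genes Oasl2 (1.37 ± 0.30, adjusted p = 0.0457), Slfn5 (1.06 ± 0.21) and Slfn8 (0.65 ± 0.13) were also among the 40. DESeq2 called 162 genes, length offsets gave 7, the compared groups alone 9 and the fit without the replicate block 0. Leaving out the EAE anti-Btla library numbered 1 or 3 gave 5 and 76 genes, the EAE control Ig library numbered 1 or 2 gave 5 and 67, the naive anti-Btla library numbered 1, 2 or 3 gave 6, 22 and 5, and the naive control Ig library numbered 1 or 3 gave 5 and 4.

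The reach of anti-Btla in B cells was then set against that in T cells. In naive cells 3024 of 17946 genes responded differently, 1299 with a higher and 1725 with a lower change in B than in T cells. S1pr1 (1.42 ± 0.08, adjusted p = 2.67e-11), the adhesion molecule gene Emb (1.28) and the complement regulator Cd55 (1.03) were higher in the B cell response, and Egr2 (-1.30 ± 0.09), Fam129a (-1.25), Ccnd2 (-1.11) and Ldha (-0.99 ± 0.07) were lower. Ldha was at 467 ± 25.4 with anti-Btla and 461 ± 14.7 CPM with control Ig in naive T cells. In EAE cells 1596 of 16507 genes differed, 353 higher and 1243 lower. Il6 (-1.98 ± 0.19, adjusted p = 3.08e-06), Lrrc32 (-1.90), Nfil3 (-1.58) and Nr4a3 (-1.02 ± 0.19) were lower in the B cell response, and Tgfb3 (1.71 ± 0.24), Serinc5 (1.01 ± 0.13) and the chromatin regulator Brwd1 (0.72) were higher. With RLE factors 474 were higher and 678 lower in EAE cells, without the replicate block 130 genes differed, and leaving out 1 library gave 712 to 1603.

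**Figure D2:**
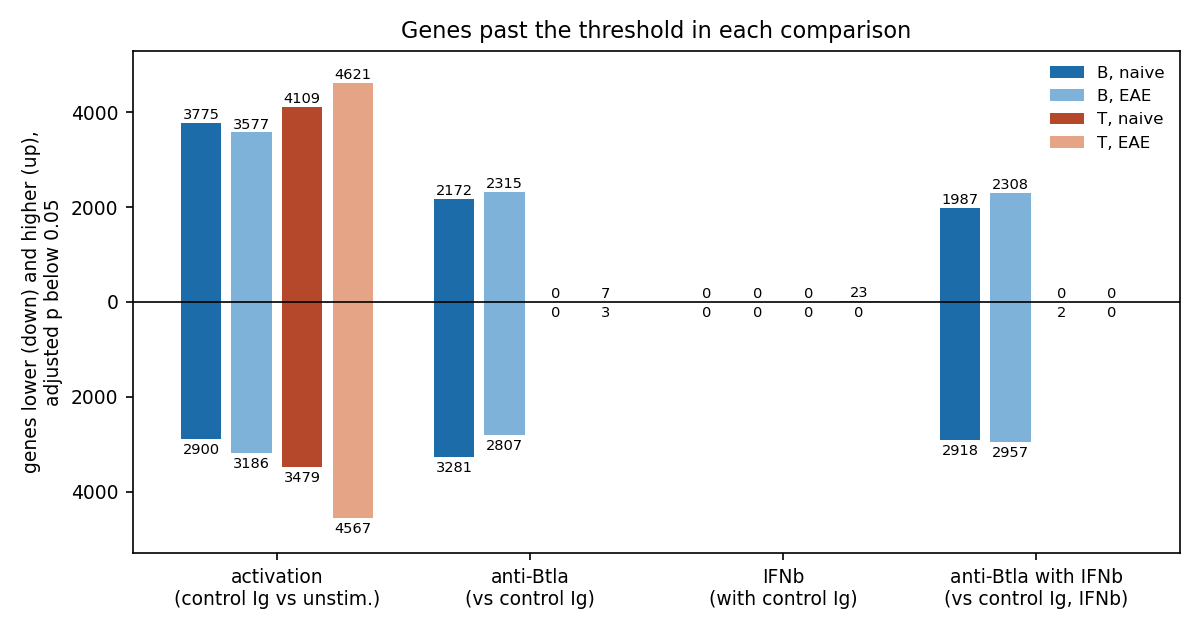
Number of genes called higher (above 0) and lower (below 0) in 4 comparisons, for naive and EAE B and T cells, at an edgeR adjusted p below 0.05. Activation changed 6675 to 9188 genes in each set, while anti-Btla changed 5453 and 5122 genes in B cells against 0 and 10 in T cells. DESeq2 called 36 and 107 genes in those T cells, so the low counts do not show that T cells lack a response.

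Activation itself was read from control Ig beads against unstimulated cells. No culture time is given for the unstimulated cells. The contrast therefore does not part the receptor stimulus from 18 h in culture, contact with beads or a change in other cells present. In naive B cells 6675 genes changed (3775 higher, 2900 lower) and in EAE B cells 6763 (3577 higher, 3186 lower), or 4404 without the replicate block. Egr2 rose 6.40-fold in naive B cells, from 8.09 ± 0.57 to 51.0 ± 3.30 CPM, and 7.26-fold in EAE B cells. The hydroxylase Asph (2.46 ± 0.12 and 2.76 ± 0.11) and the zinc finger factor Hivep3 (1.73 ± 0.06 and 2.10 ± 0.11) rose with it, and Nfil3 rose in EAE cells (2.11 ± 0.10). Cacna1i fell 5.22-fold in naive cells, from 69.9 to 13.2 CPM, Icosl, the ligand of the T cell costimulator Icos, fell 3.38-fold from 292 ± 18.2 to 84.9 ± 6.48 CPM, and Apoe, Ltb, Map3k19, Pde2a and Sema5a fell in both states. Btla fell from 635 ± 19.4 to 383 ± 18.4 CPM in naive B cells (-0.70 ± 0.05, adjusted p = 2.58e-08) and by -0.67 ± 0.10 in EAE B cells. Ribosome biogenesis and Myc targets rose in 41 of 41 cases in naive B cells (41 adjusted over the list alone, median 0.74, adjusted p = 1.30e-21, and adjusted p = 0.086 with an estimated correlation) and in 39 of 41 in EAE B cells (39 adjusted over the list alone, median 0.77, adjusted p = 1.44e-20, and adjusted p = 0.0718 with an estimated correlation). B cell markers fell in 13 of 15 cases in naive cells (13 adjusted over the list alone, median -0.42, adjusted p = 1.06e-06, and adjusted p = 0.227 with an estimated correlation).

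The anti-Btla response of B cells ran opposite to activation, compared across immunization states so that no library entered both sides. Of the 4208 genes called in naive anti-Btla and EAE activation, 1% moved the same way, and of the genes lowered by anti-Btla 78.8% were raised by activation (Spearman's rho -0.70 across genes). For EAE anti-Btla and naive activation 0.5% of 3913 genes moved the same way and 83.7% of the lowered genes were raised by activation (rho -0.68). Within a state, where the control Ig libraries are shared, rho was -0.81 in naive and -0.77 in EAE B cells against -0.44 and -0.39 in simulated data without an effect, and the covariance was -0.282 and -0.285 against -0.058 and -0.051. In T cells rho across states was -0.06 for naive and -0.19 for EAE anti-Btla.

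In naive T cells activation changed 7588 genes (4109 higher, 3479 lower). The chemokine gene Xcl1 rose 105-fold, from 3.03 ± 1.18 to 357 ± 47.9 CPM (adjusted p = 1.32e-17), and the factors Nr4a1 (6.65 ± 0.10) and Egr3 (6.23 ± 0.09), the signaling inhibitors Spry1 and Rgs16 and the semaphorin Sema7a were among the largest increases. The IL-2 receptor gene Il2ra rose 19.1-fold and Tnfrsf9 36.0-fold, whereas the sialyltransferase St8sia6 fell from 422 ± 43.4 to 87.4 ± 6.55 CPM. Antigen receptor early response genes rose in 23 of 24 cases (23 adjusted over the list alone, median 3.75, adjusted p = 2.80e-19, and 0.011 with an estimated correlation), T cell activation markers rose in 18 and fell in 1 of 19 (the same adjusted over the list alone, adjusted p = 6.28e-12, and 0.00645 with an estimated correlation) and helper T cytokines rose in 10 of 13 (10 adjusted over the list alone, adjusted p = 3.80e-05, and 0.0146 with an estimated correlation). Type I interferon-stimulated genes rose in 27 and fell in 3 of 37 cases (the same adjusted over the list alone, median 0.99, adjusted p = 6.23e-05, and adjusted p = 0.381 with an estimated correlation). Btla rose from 59.9 ± 4.04 to 119 ± 5.39 CPM (0.94 ± 0.06).

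In EAE T cells activation changed 9188 genes (4621 higher, 4567 lower). The helper cytokine genes Il21 (3:37222759-37232636) and Il17a rose 203-fold and 55.4-fold, to 485 ± 48.0 and 31.6 ± 21.1 CPM, and Lag3, the adenylate kinase Ak4, the cytokine gene Lif and the glycolytic enzyme Tpi1 rose by 4.58 or more on the log2 scale. Il7r fell 30.3-fold, from 2630 ± 429 to 90.7 ± 15.9 CPM (adjusted p = 5.41e-12). Glycolysis genes rose in 19 and fell in 1 of 21 cases (the same adjusted over the list alone, median 2.29, adjusted p = 1.74e-08, and adjusted p = 0.225 with an estimated correlation). Type I interferon-stimulated genes fell in 30 and rose in 2 of 38 cases (31 and 2 adjusted over the list alone, median -1.49, adjusted p = 1.07e-07, and adjusted p = 0.301 with an estimated correlation), with Ifit1bl1 going from 442 ± 15.3 to 16.2 ± 3.56 CPM. Macrophage and monocyte markers fell in 13 of 14 cases (13 adjusted over the list alone, median -1.89, adjusted p = 5.50e-06, and adjusted p = 0.12 with an estimated correlation), with the lysozyme Lyz2 at 83.7 ± 37.4 CPM in unstimulated and 7.67 ± 5.16 CPM in activated libraries. The mitochondrial share was 5.28 to 7.0% in the unstimulated libraries and 1.27 to 2.81% in the activated libraries. Btla rose from 110 ± 7.15 to 254 ± 23.8 CPM (1.15 ± 0.09).

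Soluble IFNb, added to control Ig beads, left few traces after 18 h. edgeR called 0 genes in naive B, EAE B and naive T cells, with 607, 400 and 926 genes at an unadjusted p under 0.05 and 2, 1 and 3 genes by DESeq2. In naive B cells 0 of 38 type I interferon-stimulated genes passed over all genes or adjusted over the list alone, with a median of 0.26 (adjusted p = 1.67e-06, and adjusted p = 0.989 with an estimated correlation), and the medians in EAE B and naive T cells were -0.06 (adjusted p = 0.0771) and -0.07 (adjusted p = 0.587). In EAE T cells 23 genes rose, 12 of them encoded by the mitochondrial genome, such as the cytochrome oxidase gene mt-Co1 (5400 ± 2320 to 20500 ± 3190 CPM, adjusted p = 0.00113) and mt-Cytb (1.90 ± 0.22). The antiviral gene Mov10 (0.52 ± 0.09, adjusted p = 0.0194) was among the others. So were the pseudogenes Gm13340 (2.33 ± 0.23), Gm28439 (2.12 ± 0.25) and Gm28661 (5.15 ± 0.83) and the gene Gm20594 (1.68 ± 0.18). Whether their counts follow the mitochondrial genome was not tested, so the number of mitochondrial calls may be too low. The type I list had 0 of 38 members past over all genes and 14 higher adjusted over the list alone (median 0.42, adjusted p = 6.80e-13, and adjusted p = 0.681 with an estimated correlation), with Slfn8 (0.38 ± 0.08, adjusted p = 0.0859) and Oasl2 (0.78 ± 0.18, adjusted p = 0.141) at its head. The mitochondrial share was 5.71 to 7.4% with IFNb and 1.27 to 2.81% without it. DESeq2 called 114 genes, and edgeR called 12 without the replicate block and 8 with the mitochondrial genes left out.

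**Figure D3:**
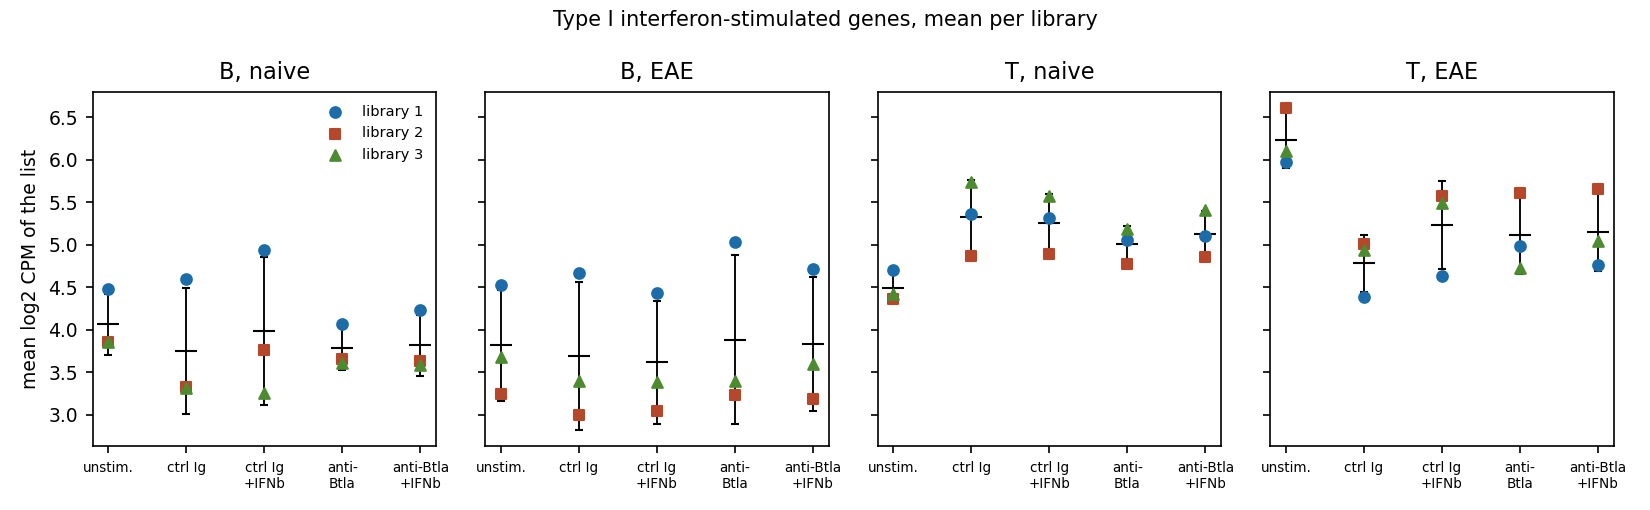
Mean log2 CPM of the type I interferon-stimulated genes in each library by arm, 1 panel per set, with the library number as symbol and mean ± SD of 3 libraries as bars. The libraries numbered 1 lie highest in the B cell sets (4.43 to 5.03 in EAE B cells), and the unstimulated libraries lie highest in EAE T cells.

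With IFNb present, anti-Btla again changed B cells broadly, at 4905 genes in naive (1987 higher, 2918 lower) and 5265 in EAE cells (2308 higher, 2957 lower, and 2805 in all without the replicate block). Abca1 (1.41 ± 0.07), S1pr1 (1.29) and Cd55 (0.88) rose and Ccnd2 (-1.30 ± 0.06), Psat1 (-1.11) and Ldha (-0.99) fell in naive cells, and Rapgef4 (1.76 ± 0.08) rose in EAE cells. Ribosome biogenesis and Myc targets fell in 41 of 41 cases in both states (41 and 41 adjusted over the list alone, medians -0.75 and -0.80, adjusted p = 3.70e-27 and 1.41e-26, and 0.0388 and 0.0436 with an estimated correlation). Without and with IFNb, 1457 genes rose in both (259.7 expected) and 2530 fell in both (576.1 expected) in naive B cells. In naive T cells the cytotoxic protease Gzmb (14:56258838-56262260, 108 ± 38.1 to 62.2 ± 28.7 CPM) and Cd40lg (32.2 ± 2.38 to 22 ± 3.12 CPM) fell at an adjusted p of 0.0458. They were the 2 genes called there, with 918 at an unadjusted p under 0.05 and 13 by DESeq2, and 0 were called without the replicate block. The naive T cell libraries held CD8 transcripts as well, and which cells account for the 2 decreases was not tested. Leaving out the control Ig library numbered 2 or 3 or the anti-Btla library numbered 2 left 0 calls, and that numbered 1 left 1. Of the 9 genes the study named as lowered in T cells, 1 fell over all genes and 9 adjusted over the list alone (median -0.25, adjusted p = 1.35e-09, and 0.00448 with an estimated correlation), again without being independent evidence. In EAE T cells edgeR called 0 genes, with 1416 at an unadjusted p under 0.05 and 39 by DESeq2. The interaction of anti-Btla and IFNb called 0 genes by edgeR in naive B, EAE B, naive T and EAE T cells, with 567, 374, 959 and 565 genes at an unadjusted p under 0.05 and 2, 5, 11 and 6 by DESeq2.

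In unstimulated B cells 8 of 16248 genes differed between EAE and naive animals. The cytokine receptor Il9r rose from 20.1 ± 0.629 to 56.5 ± 8.02 CPM (adjusted p = 0.00218), and the basement membrane protein Hspg2 (2.38 ± 0.19), the immunoglobulin constant gene Ighg1 (2.62 ± 0.30) and the neutrophil gene S100a8 (1.63 ± 0.783 against 0.0463 ± 0.0403 CPM, adjusted p = 0.047) rose too. Cd93 (42.6 ± 7.82 to 14 ± 1.76 CPM), a marker of immature B cells, Myb (41.5 ± 4.89 to 16.5 ± 1.86 CPM), the plasma cell regulator Prdm1 (-0.95 ± 0.12) and the uncharacterized gene 1700047I17Rik2 (adjusted p = 0.0458) fell. Neutrophil markers had 1 of 8 past over all genes and 6 higher adjusted over the list alone (median 2.69, adjusted p = 7.23e-09, and adjusted p = 0.148 with an estimated correlation). Mitosis genes had 0 of 28 past over all genes or adjusted over the list alone (median -0.32, adjusted p = 4.35e-09, and adjusted p = 0.541 with an estimated correlation). DESeq2 called 178 genes, and edgeR called 104 in a fit of all 30 B cell libraries, 22 with the library number as a block and 39 at an adjusted p below 0.1. Without the EAE library numbered 3 there were 5 and without the naive library numbered 2 there were 4.

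In unstimulated T cells 2592 of 13909 genes were higher and 2371 lower in EAE than in naive libraries. The mitochondrial share of counts was 5.28 to 7.0% in EAE and 4.55 to 4.82% in naive libraries, and that of ribosomal protein genes 2.99 to 3.27% and 5.41 to 5.69%. Among the largest decreases were the CD8 genes Cd8a (6:71373427-71379173), from 294 ± 35.7 to 3.96 ± 1.37 CPM (71.4-fold, adjusted p = 1.60e-07), and Cd8b1 (6:71322788-71337494), from 654 ± 67.6 to 17 ± 3.65 CPM (35.7-fold), the amino acid transporter Slc6a19 (-5.97 ± 0.14) and the potassium channel Kcna2 (-3.53 ± 0.16). Cd4 rose from 501 ± 50.9 to 649 ± 42.5 CPM (0.51 ± 0.08, adjusted p = 0.00164). Btla rose 2.01-fold, from 59.9 ± 4.04 to 110 ± 7.15 CPM (adjusted p = 3.74e-05), and Tnfrsf14 1.78-fold (adjusted p = 0.000586). The phospholipase Plcb1 rose from 0.32 ± 0.229 to 63.4 ± 13.1 CPM, the regulatory T cell factor Foxp3 from 35.1 ± 0.947 to 150 ± 22.2 CPM, and the inhibitory receptor Ctla4 from 85.8 ± 14.6 to 209 ± 32.2 CPM. The chemokine gene Ccl2 (70.7 ± 62.4 CPM in EAE) and the neutrophil protease Mmp8 (26.4 ± 25.1 CPM) rose with a wide spread. Gm49450 was at 45.4 ± 20.4 CPM in EAE libraries and had no counts in the 3 naive libraries.

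Type I interferon-stimulated genes were higher in the EAE T cells in 35 of 38 cases (36 adjusted over the list alone, median 2.03, adjusted p = 2.28e-18) and interferon-gamma response genes in 24 of 30 with 1 lower (25 and 1 adjusted over the list alone, median 2.08, adjusted p = 3.44e-14). T helper subset regulators rose in 14 and fell in 2 of 21 cases (15 and 2 adjusted over the list alone, adjusted p = 2.23e-05), T cell activation markers rose in 16 of 19 (18 higher and 1 lower adjusted over the list alone, adjusted p = 1.76e-07) and T cell markers rose in 1 and fell in 7 of 15 (the same adjusted over the list alone, median -0.32, adjusted p = 0.0098). Markers of other cells moved with them. Macrophage and monocyte markers rose in 11 of 13 cases (11 adjusted over the list alone, median 3.17, adjusted p = 1.36e-06), with Lyz2 at 83.7 ± 37.4 against 2.58 ± 0.65 CPM and the heme oxygenase Hmox1 at 187 ± 96.8 against 11.8 ± 3.84 CPM, and neutrophil markers in 4 of 5 (4 adjusted over the list alone, median 4.63, adjusted p = 0.00136). Each of these 7 list calls was lost, at adjusted p = 0.324 with an estimated correlation. Ifih1, a sensor of viral RNA, rose from 32.5 ± 0.805 to 113 ± 16.2 CPM and Tbx21, the T helper 1 factor, from 0.762 ± 0.215 to 4.83 ± 0.712 CPM. Among the T cell markers, the CD3 chain gene Cd3d fell from 159 ± 7.76 to 63.2 ± 4.08 CPM and the kinase gene Lck from 247 ± 11 to 127 ± 3.91 CPM.

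**Figure D4:**
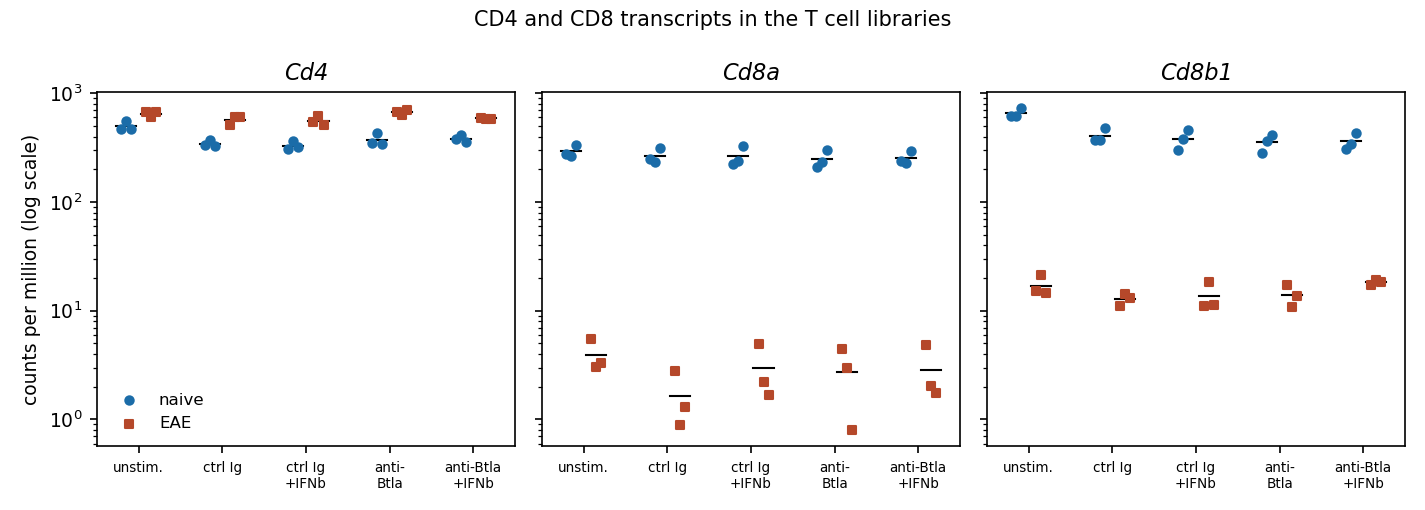
CPM on a log scale of Cd4, Cd8a and Cd8b1 in the T cell libraries by arm (circles, naive; squares, EAE; bars, mean of 3 libraries). In every arm the naive libraries hold Cd8a at 210 to 335 CPM and the EAE libraries at 0.8 to 5.53 CPM, while Cd4 is present in both.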

Values the study reported

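The study reported that anti-Btla altered 133 genes in T cells and 7027 genes in B cells at an adjusted p below 0.1. In its gene set enrichment analysis the normalized enrichment score was -1.870 for the interferon gamma response in T cells. For B cells the scores were -4.228 for Myc targets, -3.424 for oxidative phosphorylation, -3.419 for mTORC1 signaling and 1.972 for the inflammatory response.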

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

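Of the tests in this part, those of whether IFNb acted, of interferon-stimulated genes already raised, of swapped libraries, of a weaker receptor stimulus, of Cd8b1 beside Cd8a, of splits that part every same-numbered pair in tests of a difference and of CD8 T cells as the whole cause of the EAE difference were chosen after the result was seen.

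The anti-Btla effect differed between B and T cells at 3024 genes in naive and 1596 genes in EAE cells, and between EAE and naive T cells at 40 genes, each by a test of the difference itself. With the compared libraries alone, regrouped at random in 25 draws that included the real grouping, naive B against T cells gave 2610 genes and at most 864 in another draw (1 of 25 draws as large), and EAE cells gave 1476 and at most 3 (1 of 25), but these draws ignore the pairing and most of them mix the B cell arms. For EAE against naive T cells the real grouping gave 9 genes and another draw 19 (5 of 25 as large). These draws ignore the pairing, so by them alone chance was not excluded, and the splits that part every pair are given below. Chance was also not excluded for the difference between EAE and naive B cells (1 gene, at most 1 in another draw, 9 of 25 as large). The same holds for the interaction of anti-Btla with IFNb in naive T cells, with 3 genes and at most 3 in another draw (3 of 25). With 0 genes in naive B, EAE B and EAE T cells, every draw is as large by construction (25 of 25), so nothing was tested there, and other draws gave at most 0, 0 and 12. The draw with 12 genes keeps a same-numbered pair together, and its cause was not tested.

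The other draws with 9, 17, 18 and 19 genes in T cells keep a same-numbered EAE pair together. There are 32 splits that part every same-numbered pair on both sides. For EAE against naive T cells 1 of them, the real one, reached 9 genes, and the highest other, with 8, kept the EAE arms and exchanged all naive arms, so the count does not set a difference apart from the response of EAE cells alone. For B against T cells 4 splits in naive and 6 in EAE cells, the real one included, were as large (at most 3133 and 3185 genes). The others among them kept the B cell arms and exchanged T cell libraries. They retain the B cell response, so they cannot judge chance. Every split that mixed the B cell arms gave 0. The counts therefore do not set a difference apart from the response of B cells alone. Exchanging the arms on 1 side adds the paired effects up. That split gave 7434 genes for EAE and naive B cells, and 7260, 8077, 86 and 424 for anti-Btla without and with IFNb in naive B, EAE B, naive T and EAE T cells. The 86 and 424 exceed the 0 and 10 called without IFNb in T cells. Those lower counts therefore do not show that T cells lack a response.

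Interferon-stimulated genes were expected to follow IFNb, yet their median log2 change was 0.26, -0.06, -0.07 and 0.42 in naive B, EAE B, naive T and EAE T cells. Genes already raised in culture do not account for this in every set, since activation moved the list by -1.49 in EAE T cells. In naive T cells the mean of the list was 4.87 to 5.74 log2 CPM with control Ig beads and 4.36 to 4.7 unstimulated. In that set this explanation stays open. No culture time is given for the unstimulated cells. A swap of libraries stays open. A control Ig library exceeded its same-numbered IFNb library by at most 0.24 in mean log2 CPM, but the gap that a swap would leave depends on whether IFNb acted. Whether IFNb acted on the cells at harvest is open as well, since its absence needs a median within 0.25 of 0 in each set and its action one above 0.5 in some set, and the highest was 0.42. Same-numbered pairs differed by 0.34, 0.44 and -0.06 in naive B cells and by 0.24, 0.56 and 0.55 in EAE T cells, where the mitochondrial share moved too. They differed by -0.24, 0.04 and -0.02 in EAE B cells and by -0.05, 0.02 and -0.17 in naive T cells. IFNb that never reached the cells and a response over by 18 h were not tested apart.

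The anti-Btla response of B cells was nearly a mirror of activation, with 1% or less of the genes called in both moving the same way. Lower depth of the anti-Btla libraries is argued against as the cause, since thinning every library to the shallowest left 78.3% as many calls in EAE B cells (4008 at 6.7 M counts, 3768 of them shared) and 98.7% in naive B cells (5382, of which 5144 shared). A weaker antigen receptor stimulus on beads that carry anti-Btla in place of control Ig and inhibitory signaling through Btla, the contrast the design names, both stay open. The 1% restates the pattern and favors neither. Il6 with anti-Btla lay below unstimulated cells, at 9.71 to 15.6 against 24.7 to 28.5 CPM in naive B cells. In EAE B cells Il6 was at 11.8 to 15.6 against 27.9 to 40.7 CPM. In naive cells Myc lay below too, Egr2, Ldha and Abca1 lay between unstimulated and control Ig cells, and Apoe, Rapgef4 and S1pr1 overlapped unstimulated cells. These plotted genes go both ways, and the unstimulated cells have no stated culture time. The levels could not separate a weaker stimulus from inhibitory signaling. A dose series of the receptor antibody or cells without Btla would part them.

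The naive T cell libraries held Cd8a at 210 to 335 CPM (median 248), beside Cd4 at 308 to 560 CPM (median 365). This was so although CD4+ cells had been enriched by a negative selection meant to remove CD8 T cells. Dendritic cells, some of which also carry Cd8a, are argued against, since Xcr1, Clec9a and Flt3 together reached at most 0.039 of Cd8a. CD8 T cells are a candidate source, because Cd8b1 was at least 1.3 and at most 2.29 times as abundant as Cd8a in the 15 libraries, in a test that could have come out otherwise. They cannot be the whole cause of the difference between EAE and naive T cells, since 45.5% of the genes higher in EAE (1179 of 2592) exceeded the rise of Cd4 itself (0.51 ± 0.08) by over 2 SE. Immunization, other cells such as macrophages and a purification done on another day stay open and were not tested.

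For comparisons of 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real and the highest other counts were 5453 and 0 for anti-Btla in naive B, 5122 and 0 in EAE B, 0 and 1 in naive T, and 10 and 0 in EAE T cells. They were 6675, 6763, 7588 and 9188 for activation in the same order, each against 0. For IFNb they were 0 and 9 in naive B, 0 and 0 in EAE B and naive T, and 23 and 0 in EAE T cells. With IFNb present, anti-Btla gave 4905 and 5265 against 0 in B cells, 2 and 2 in naive T (2 of 10 splits as large) and 0 and 0 in EAE T cells. EAE against naive gave 8 and 1 in B cells and 4963 and 0 in T cells. The 9 and the other 2 genes came from splits that keep some same-numbered pairs together, and the splits that part every pair gave 0 in those sets.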

How the results depend on the processing

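Protein-coding genes alone, mitochondrial genes left out and the EAE B cell libraries numbered 1 left out were chosen after the data were examined. The causes of the shifts were not tested, except that settings with fewer libraries or other genes differ by their construction. Depth limits genes of low count most. Small or absent sets of calls often moved between settings, and some large sets moved as well. One was EAE B against T cells (1596 genes, and 712 to 1603 with 1 library left out). Counts in groups of 4 are in the order naive B, EAE B, naive T and EAE T cells. Anti-Btla in B cells with and without IFNb, activation, EAE against naive T cells and naive B against T cells stayed within 1.5 times of the counts reported under every setting not named for them here.

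DESeq2 called 2, 1, 3 and 114 genes for IFNb, 2, 5, 11 and 6 for the interaction, 36 and 107 for anti-Btla in naive and EAE T cells, 13 and 39 for anti-Btla with IFNb in T cells, 178 for EAE against naive B cells, and 7 and 162 for the difference of the anti-Btla effect between EAE and naive in B and T cells. At a threshold of 0.1 DESeq2 called 4, 2, 6 and 180 for IFNb, 2, 6, 15 and 7 for the interaction, 69 and 179 for anti-Btla in T cells, 19 and 99 with IFNb in T cells, 229 for EAE against naive B cells, 9 and 265 for the differences, and 2439 for EAE B against T cells. edgeR at 0.1 called 16 for anti-Btla and 35 for IFNb in EAE T cells, 39 for EAE against naive B cells, 120 for the difference in T cells and 2478 for EAE B against T cells.

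Without the replicate block the counts were 2775 for anti-Btla, 4404 for activation and 2805 for anti-Btla with IFNb in EAE B cells, 0 with IFNb in naive T cells, 0 for anti-Btla and 12 for IFNb in EAE T cells, 0 for the difference in T cells and 130 for EAE B against T cells. It changed no other count by more than 1.5 times, and of 228 list calls 203 were kept among 207 past without it. A block by library number gave 22 genes for EAE against naive B cells.

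RLE factors gave 0 genes with IFNb in naive T cells, 5 for anti-Btla in EAE T cells and 25 for the difference in T cells. Without the filter on low counts there were 13, 1, 99 and 302 for IFNb, 22, 1, 116 and 119 for the interaction, 254 and 289 for anti-Btla and 144 and 210 for anti-Btla with IFNb in T cells, 208 for EAE against naive B cells, and 8 and 442 for the differences. Length offsets gave 0 with IFNb in naive T cells, 5 for anti-Btla and 13 for IFNb in EAE T cells, 2 for EAE against naive B cells, 7 for the difference in T cells, and 1871 and 810 for B against T cells in naive and EAE. The compared groups alone gave 1, 2, 2 and 61 for IFNb, 11 and 4 for anti-Btla and 26 and 21 with IFNb in T cells, 3 for the interaction in naive T cells, and 1 and 9 for the differences. Protein-coding genes alone gave 4 with IFNb and 1 for the interaction in naive T cells, 29 for EAE against naive B cells and 73 for the difference in T cells. Leaving out mitochondrial genes left 8 for IFNb in EAE T cells. Leaving out the EAE B cell libraries numbered 1 gave 2775 for anti-Btla, 4003 for activation and 3028 with IFNb in EAE B cells and 575 for EAE B against T cells. A fit of all 30 B cell libraries gave 104 genes for EAE against naive. An estimated correlation kept 25 of 228 list calls.

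Leaving out each library in turn gave 0 to 1 genes for IFNb in naive B, 0 to 2 in naive T, and 0 to 1, 0 to 1, 0 to 3 and 0 to 1 for the interaction. Anti-Btla gave 0 to 1 in naive T and 0 to 14 in EAE T cells (2 without anti-Btla library 1 or 2, 4 without control Ig library 1 and 0 without control Ig library 3). With IFNb it gave 0 to 3 in naive T (0 without control Ig library 2 or 3 or anti-Btla library 2, and 1 without anti-Btla library 1) and 0 to 15 in EAE T cells (15 without control Ig library 3). EAE against naive B cells gave 4 to 8 (5 without EAE library 3 and 4 without naive library 2). The difference in T cells gave 4 to 76, with 5 and 76 without EAE anti-Btla library 1 and 3, 5 and 67 without EAE control Ig library 1 and 2, 6, 22 and 5 without naive anti-Btla library 1, 2 and 3, and 5 and 4 without naive control Ig library 1 and 3. EAE B against T cells gave 712 to 1603, with 926 and 761 without B anti-Btla library 2 and 3, 734 without B control Ig library 1, 837 and 886 without T anti-Btla library 1 and 3, and 712 and 932 without T control Ig library 1 and 2. Activation and anti-Btla in naive B cells gave 5544 to 6007 and 4197 to 4844.

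Of 22914 values of named genes under other settings 22181 kept direction and side of the threshold, 259 lost the call, 469 gained it and 5 turned, all with length offsets. A gene called in neither setting has no direction and was not counted as turned. Myb turned to -0.345 (adjusted p = 0.254) for anti-Btla, 0.017 for activation and -0.205 for anti-Btla with IFNb in naive B cells and to -1.044 (adjusted p = 0.0188) for naive B against T cells, and Tnfrsf14 to 0.011 for activation in EAE T cells. Of 14899 values with a library left out 298 lost the call, 36 gained it and 0 turned.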

Other observations

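Of the tests in this part none was run to weigh an explanation, and the values of single libraries were looked at after the data were examined. Further groups of genes moved with anti-Btla in B cells. Cytosolic heat shock genes fell in 9 of 12 cases in naive cells (9 adjusted over the list alone, median -0.56, adjusted p = 7.77e-07, and adjusted p = 0.0917 with an estimated correlation). Cholesterol synthesis genes fell in 15 of 23 cases in naive cells (18 adjusted over the list alone, median -0.40, adjusted p = 1.40e-06, and adjusted p = 0.0588 with an estimated correlation), among them the isomerase Idi1 from 171 to 105 CPM, while the exporters Abca1 and Abcg1 rose. NF-kappaB targets fell in 12 and rose in 1 of 21 cases in naive cells (15 and 1 adjusted over the list alone, median -0.24, adjusted p = 4.31e-05, and adjusted p = 0.0917 with an estimated correlation). In EAE cells the survival genes Bcl2a1b (-1.09 ± 0.10) and Bcl2l1 (-0.88) fell and the ubiquitin ligase Birc3 (0.35) rose. Mitosis genes fell in 13 and rose in 1 of 28 cases in EAE B cells (15 and 2 adjusted over the list alone, median -0.40, adjusted p = 0.000137, and adjusted p = 0.245 with an estimated correlation), against 9 and 2 in naive B cells, where the call (adjusted p = 0.0274) was lost with an estimated correlation (adjusted p = 0.13) and without the replicate block (adjusted p = 0.15).

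Activation raised oxidative phosphorylation genes in 38 of 39 cases in EAE T cells (38 adjusted over the list alone, median 1.36, adjusted p = 4.90e-13, and adjusted p = 0.193 with an estimated correlation) and G1/S genes in 30 with 2 lower of 33 (the same adjusted over the list alone, median 1.94, adjusted p = 2.24e-11, and adjusted p = 0.0768 with an estimated correlation). In naive T cells it raised amino acid and one-carbon genes in 33 of 34 cases (33 adjusted over the list alone, median 2.05, adjusted p = 2.25e-23, and 0.0139 with an estimated correlation). Unstimulated EAE T cells held higher levels of inhibitory receptor and phosphatase genes than naive T cells in 11 and lower in 2 of 21 cases (12 and 2 adjusted over the list alone, median 0.83, adjusted p = 0.0109, and adjusted p = 0.324 with an estimated correlation), Btla and Ctla4 among them.

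The mean of the type I interferon-stimulated genes was highest in the B cell libraries numbered 1 in every arm, at 4.07 to 4.94 log2 CPM in naive cells against 3.25 to 3.86 in the libraries numbered 2 and 3, and at 4.43 to 5.03 against 3.00 to 3.68 in EAE cells. Ifnar1, which encodes a chain of the IFNb receptor, was at 158 to 228 CPM in B cell and 103 to 269 CPM in T cell libraries.

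At the threshold the study used, DESeq2 called 69 genes for anti-Btla in naive T and 179 in EAE T cells here, below and above the value quoted from the study above, which the study assigns to neither state. It called 6319 in naive B and 6242 in EAE B cells, both below the value quoted for B cells.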
